A study of Homo sapiens with 11 samples.

How the data were processed

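RNA sequencing was analysed from HEK293T cells, an established human embryonic kidney line, treated for 6 h with vehicle (0.1% DMSO), thapsigargin (Tg, 500 nM), the compound AA147 at 10 µM, or the compound AA132 at 0.1, 0.3, 1, 3, 6, 10, 15 or 30 µM. Total RNA was extracted and libraries were made and sequenced by a service provider on a DNBSEQ platform, per the labels. The labels list 1 sample for each of the 11 conditions, while the table holds 3 numbered columns for each, 33 in all. The labels do not say whether the numbered columns are separate cultures, separate libraries of 1 culture or repeated sequencing of 1 library. Columns of a condition differed by more than counting error. Over the 33 pairs of columns within conditions, the chi-square statistic per degree of freedom ran from 4.67 to 64.5, with a median of 8.01, where counting error alone gives about 1. They were therefore treated as replicate libraries, and n counts these columns.

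The deposited table gives expected counts (estimated read totals per gene), made by the authors and not scaled between libraries. The column headers call them total reads on a linear scale. The lowest value is 0.009, which stands in place of 0 and fills 43.5% of cells, and 3.22% of cells hold a fractional value, which the header does not explain. The aligner, the counting tool, the genome build, the annotation and the use of strand are not stated. Of the 38074 gene entries, 98 shared 45 names and were summed by name, which left 38021 genes. A set of 28 entries carries names that had turned into dates. These were kept in library totals and none was named. The floor value was set to 0 and the expected counts were rounded before modelling. Symbols were matched to GENCODE v44 for gene positions, transcript length and GC content, by symbol for 23124 genes and by an older name for 1156. Because the build behind the counts is not stated, positions place a gene in GENCODE v44 on GRCh38 and played no part in counting.

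Library totals ran from 32.3 to 37.96 M counts. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. A fold against a group with no more than 3 counts in each library was computed against 3 counts per library and is given as a lower bound. Group values are means of CPM, counts scaled to library size with factors from the trimmed mean of M values (TMM), with the SD over 3 libraries. Log2 fold changes are those of the fitted models, and a prior count of 2 was used for CPM on the log scale. The SE of a fold change was derived from its test, as its absolute value over the square root of the F statistic.

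Differential expression used the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and the edgeR filter on low counts, which left 17793 genes. All 11 conditions entered 1 fit without a replicate block. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 within each comparison, and adjusted p-values of single genes come from edgeR unless another tool is named. Each treatment was compared with vehicle, and AA132 at 10 µM with AA147 at 10 µM. A slope on log10 dose was tested over the 24 AA132 libraries alone.

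Lists for the ATF6 arm (11 genes), the XBP1s arm (14), the PERK arm and integrated stress response (16), the oxidative stress response (13) and the heat shock response (16) were written from general knowledge. Each list was tested in each of the 11 comparisons with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, with adjustment over the 55 tests. The relation of the mean log2 fold change of a list to log10 dose was tested over the 8 AA132 doses by two-sided exact permutation of pairings, adjusted over the 5 lists. For lists with a median log2 fold change above 0.5 under Tg, the median under another treatment was also given as a percent of that value. The comparisons, tests, thresholds, lists, the rule for named genes and the alternatives below were all fixed before the data were examined.

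Named genes are members of the 5 lists, with HSPA5, DNAJB9, DDIT3, HMOX1 and DNAJB1 as markers at every dose. In 5 comparisons (Tg, AA147, and AA132 at 10 and 30 µM against vehicle, and AA132 against AA147 at 10 µM), up to 3 called genes with the largest rise and up to 3 with the largest fall were named. These needed a mean of at least 1 CPM in the higher group and no overlap between the libraries of the groups, a separation that 10% of 3-against-3 orderings show by chance. For the dose trend, the 3 steepest slopes each way were named under the same CPM minimum. Any other gene named in the closing section was chosen after its values were seen.

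The model was tested on simulated data of the same size, with 200 changed genes at each fold. It recovered 18% of genes changed 1.3-fold, 83.5% of those changed 1.5-fold and 100% of those changed 2-fold, with at most 5.26% false calls, and made 0 calls between unchanged groups. The slope test recovered 65.5%, 95% and 100%, with 9.03%, 4.04% and 4.76% false calls, above the 5% level at the 1.3-fold change. In the simulation, changed genes were drawn only from those above a minimum mean count. Every gene had a dispersion of 0.01, and no library was made to deviate from its group. Recovery and false calls may therefore be worse in the real data. Alternatives were size factors of DESeq2 1.42.0 in edgeR, no filter on low counts, at least 10 counts in every library, the DESeq2 Wald test, a fit of only the 2 conditions compared, an added limit on fold change and each library left out in turn. For lists they were fry, camera with an estimated correlation, list means and lists without their 2 most changed members. For the dose trend they were vehicle at dose 0, linear dose and no 30 µM dose. Figures were drawn with matplotlib 3.10.9 and tables prepared with pandas 2.3.3 in Python 3.11.15. Raw reads were not used here.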

Results

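The data are expected counts for 38021 genes in 33 libraries of HEK293T cells, with 3 libraries in each of 11 conditions. Thapsigargin blocks the calcium pump of the endoplasmic reticulum (ER) and so causes general ER stress. AA147 and AA132 are small molecules studied as regulators of ER protein homeostasis. The series title concerns the selective activation of single arms of the unfolded protein response, which the transcription factors ATF6 and XBP1s and the kinase PERK control. Library totals ran from 32.3 M counts, in AA132 10 µM library 3, to 37.96 M counts, and the second lowest total was 36.4 M counts. Between 21199 and 21926 genes had counts in a library, and the 10 most abundant genes took 4.27% to 5.80% of counts. The common dispersion of the fit was 0.00826, a coefficient of variation of 9.09% between libraries of a condition.

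Tg was compared with vehicle to measure the response to general ER stress after 6 h. Of 17793 genes tested, 5551 were called, 2875 higher and 2676 lower. Among the alternatives tried, adding a minimum absolute log2 fold change of 1 moved this count most, to 796. HSPA5 (chromosome 9, 125234853 to 125241382), which encodes the ER chaperone BiP, rose from 960 ± 72.6 CPM in vehicle to 11023 ± 276 CPM under Tg (SD, n = 3). Its log2 fold change was 3.52 (SE 0.17, edgeR adjusted p = 1.97e-17). The 3 genes with the largest fitted rise were near 0 in vehicle, so their folds are lower bounds. KLHDC7B (chromosome 22, 50545899 to 50551023) reached 5.50 ± 0.95 CPM under Tg and was at least 67.6-fold higher. ECM2 (chromosome 9, 92493554 to 92536655) was at least 25.3-fold higher, and LOC105377677, which has no GENCODE position, at least 18.1-fold higher. The largest falls were those of HSPA1A (log2 fold change -2.11, adjusted p = 3.27e-11), IL7R (-2.11, adjusted p = 4.69e-05) and MAP2K6 (-2.10, adjusted p = 3.66e-12). HSPA1A (chromosome 6, 31815543 to 31817946) and HSPA1B are near-identical copies, so the share of reads assigned to each is uncertain. IL7R (chromosome 5, 35852695 to 35879603) had 1.07 ± 0.19 CPM in vehicle, and MAP2K6 (chromosome 17, 69414697 to 69553865) had 5.00 ± 0.84 CPM.

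AA147 at 10 µM was compared with vehicle to measure its own effect. It gave 4 called genes, and 1211 genes had an unadjusted p under 0.05. SLC7A5 (chromosome 16, 87830023 to 87869507) rose from 60.3 ± 1.27 to 84.3 ± 1.75 CPM (log2 fold change 0.48, adjusted p = 0.0279). CYP1A1 (chromosome 15, 74719542 to 74725536) fell from 2.36 ± 0.33 to 0.67 ± 0.15 CPM (-1.81, adjusted p = 0.0143). CYP1B1 (chromosome 2, 38066973 to 38109902) fell from 7.84 ± 1.25 to 3.31 ± 0.54 CPM (-1.25, adjusted p = 0.0279). TIPARP (chromosome 3, 156673235 to 156706770) fell from 40.8 ± 6.83 CPM in vehicle (-0.77, SE 0.14, adjusted p = 0.0367). None of the 4 calls held when any 1 of the 3 AA147 libraries was left out. Those fits gave 0 calls, with 999, 1266 and 1242 genes at an unadjusted p under 0.05 without libraries 1, 2 and 3. The count was 11 without vehicle library 1, with all 4 genes among them, and 2 without vehicle library 2. The SLC7A5, CYP1B1 and TIPARP calls were lost without vehicle library 2 (adjusted p = 0.0858, 0.0858 and 0.163) or vehicle library 3 (0.0943, 0.101 and 0.125). Libraries outside a comparison enter its test through the dispersion and scaling estimates. The count for AA147 was 11 without AA132 1 µM library 1 and 15 without AA132 3 µM library 3. The TIPARP call was lost without AA132 0.1 µM library 1 or 2, without library 2 at 6, 10 or 30 µM, or without any 1 library of 0.3 µM, 15 µM or Tg (0.0501 to 0.0542). Under the other alternatives the count ran from 0, with only these 2 conditions in the fit (405 genes at an unadjusted p under 0.05), to 82 with no filter on low counts.

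Each of the 8 AA132 doses was compared with vehicle to find the concentration at which transcripts change. At 0.1, 0.3 and 1 µM the count of called genes was 0, and 796, 981 and 1057 genes had an unadjusted p under 0.05. At 3 µM 21 genes were called, 18 of them higher. At 6 µM 190 genes were called (154 higher), at 10 µM 250 (184 higher), at 15 µM 491 (350 higher) and at 30 µM 1255 (687 higher). With a minimum absolute log2 fold change of 1, the counts from 3 to 30 µM were 2, 16, 29, 43 and 87. As a ratio, the fit of only the 2 conditions compared moved the counts at 10 and 30 µM furthest, to 8 and 75.

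Single libraries moved the AA132 counts by more than 1.5 times. Without vehicle library 1 the counts were 90 at 3 µM, 520 at 6 µM, 682 at 10 µM and 2038 at 30 µM. Of the 250 genes called at 10 µM, 207 were among the 682. Without vehicle library 2 the count was 924 at 15 µM and 0 at 3 µM, where 2562 genes had an unadjusted p under 0.05. Without vehicle library 3 it was 3 at 3 µM. At 30 µM it was 709 without library 1 of that dose and 742 without library 2. At 15 µM it was 315, 304 and 264 without libraries 1, 2 and 3, and at 6 µM 96, 122 and 108. At 10 µM it was 160 without library 3. At 3 µM it was 0 without library 1 or library 2, with 1055 and 1361 genes at an unadjusted p under 0.05, and 48 without library 3. Among libraries outside the comparison, leaving out 10 µM library 1 gave 291 at 6 µM and 37 at 3 µM, and leaving out 10 µM library 3 gave 13 at 3 µM. At 0.3 µM the count was 2 without AA147 library 1, and 1 without 1 µM library 1, 3 µM library 2, 10 µM library 1 or 10 µM library 2.

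**Figure D1:**
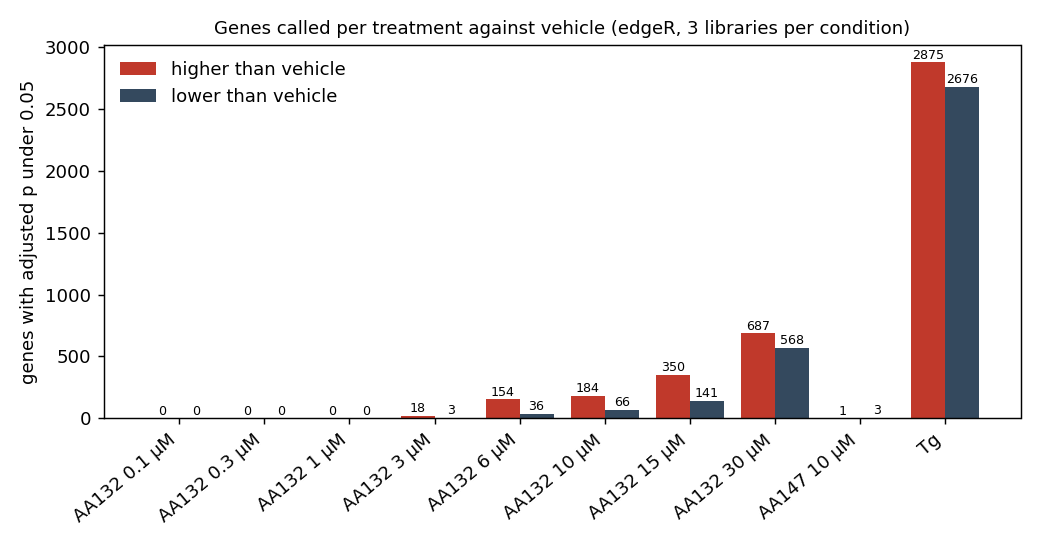
Number of genes called against vehicle (adjusted p under 0.05, edgeR, 3 libraries per condition) for each treatment, with higher genes in red and lower genes in blue. Counts rise from 0 at 1 µM AA132 and lower doses to 1255 at 30 µM, next to 4 for AA147 and 5551 for Tg.

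At 10 µM AA132, HMOX1 (chromosome 22, 35380361 to 35394214), which encodes heme oxygenase 1, had the largest rise, from 13.1 ± 2.86 to 105 ± 29.8 CPM (log2 fold change 3.00, SE 0.34, adjusted p = 1.84e-06). BEST1 (chromosome 11, 61950063 to 61965515) rose by 2.01 (adjusted p = 4.28e-05) and the cystine transporter gene SLC7A11 (chromosome 4, 138164097 to 138242349) by 1.99 (adjusted p = 9.52e-05). CYP1A1 fell to 0.49 ± 0.29 CPM (-2.25, adjusted p = 4.28e-05) and CYP1B1 to 2.68 ± 0.66 CPM (-1.56, adjusted p = 0.000108). KCNK2 (chromosome 1, 215005775 to 215237090) fell to 0.63 ± 0.21 CPM (-1.31, adjusted p = 0.0371). The KCNK2 call was lost without AA132 library 1 (adjusted p = 0.151), 2 (0.0681) or 3 (0.0616) and without vehicle library 1 (0.0673) or 3 (0.0618). The BEST1, CYP1A1 and KCNK2 calls were lost with only these 2 conditions in the fit (adjusted p = 0.117, 0.0730 and 0.416).

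At 30 µM AA132, HMOX1 reached 200.7 ± 10.0 CPM (log2 fold change 3.94, SE 0.35, adjusted p = 6.52e-09). SLC7A11 rose by 2.77 (adjusted p = 1.22e-07) and LINC00624 (chromosome 1, 147258885 to 147517875) by 2.35 (adjusted p = 0.00118). CYP1A1 was at 0.70 ± 0.08 CPM (-1.75, adjusted p = 0.000217). ARHGAP24 (chromosome 4, 85475150 to 86002668) fell to 0.36 ± 0.05 CPM (-1.62, adjusted p = 0.00836), a call lost with only these 2 conditions in the fit (0.0578). EDN1 (chromosome 6, 12290361 to 12297194) fell from 6.92 ± 0.59 to 2.49 ± 0.12 CPM (-1.48, adjusted p = 8.40e-07).

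The slope on log10 dose asked which genes follow AA132 concentration without use of the vehicle libraries. It was called for 3283 genes, 1726 rising and 1557 falling, and for 2040 when the 30 µM dose was left out. HMOX1 had a slope of 1.81 log2 units per 10-fold dose (SE 0.12, adjusted p = 4.67e-12). HYPK (chromosome 15, 43796142 to 43804427) had a slope of 1.87 (adjusted p = 0.0251) and P2RY11 (chromosome 19, 10111693 to 10115372) a slope of 1.63 (adjusted p = 0.0389). Neither rose evenly with dose. HYPK was at 0 in 17 of the 24 AA132 libraries and at 1.10 to 2.34 CPM in the other 7, and its call was lost without 30 µM library 1 (0.0938). P2RY11 was at 0 in 15 of the 24 libraries, including all 3 at 15 µM, and at 3.77 to 4.85 CPM in the other 9. Its call was lost in 13 of the 24 fits that left out 1 AA132 library, among them those without any 1 of the 0.1, 0.3 or 30 µM libraries (adjusted p from 0.0563 to 0.0750). It was also lost without the 30 µM dose (0.187), and both calls were lost with vehicle added at dose 0 (0.426 for HYPK and 0.148 for P2RY11). HYPK and P2RY11 each have a transcript that reads through from a neighbouring gene, so the assignment of their reads is uncertain. PRH1 (chromosome 12, 10824960 to 11171608) had a slope of -0.59 (adjusted p = 0.0110), CYP1A1 of -0.56 (0.000827) and LOC105377986, which has no GENCODE position, of -0.54 (6.42e-08).

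The 5 lists were tested to compare the arms of the unfolded protein response with oxidative and heat shock responses. Of the 55 camera tests, 41 had an adjusted p under 0.05, 37 of which held under fry and 34 with an estimated correlation. The camera adjusted p-values below depend strongly on the preset correlation. For the ATF6 list under AA147, the value was 5.16e-21 with the preset correlation and 0.00293 with an estimated one, and fry gave 0.00159. Under Tg the median log2 fold change was 2.59 for the ATF6 list (camera adjusted p = 2.16e-83), 1.41 for the XBP1s list (2.15e-66) and 1.85 for the PERK list (5.27e-104), and every member of these 3 lists was higher. The heat shock list was lower (-0.57, adjusted p = 4.12e-19, 16 of 16 members lower), and the oxidative list did not pass the threshold (0.16, adjusted p = 0.461, 8 of 13 members higher). Among the list members, 11 ATF6, 14 XBP1s, 16 PERK, 8 oxidative and 15 heat shock genes were called over all genes tested, and 11, 14, 16, 10 and 15 when adjusted over the list alone.

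Under AA147 the median log2 fold change was 0.37 for the ATF6 list (camera adjusted p = 5.16e-21, 11 of 11 members higher) and 0.17 for the PERK list (3.30e-07, 14 of 16). It was 0.22 for the oxidative list (1.82e-08, 12 of 13), 0.09 for the XBP1s list (0.00178, 12 of 14) and 0.07 for the heat shock list (0.0207, 11 of 16). No member of a list was called over all genes tested, and 8 ATF6, 7 PERK, 6 oxidative, 0 XBP1s and 0 heat shock genes were called when adjusted over the list alone. The XBP1s call did not hold with an estimated correlation (adjusted p = 0.0524) or without vehicle library 1 (median 0.018, adjusted p = 0.275), and its median was 0.15 without vehicle library 2. The heat shock call did not hold under fry (0.152), with an estimated correlation (0.271), without vehicle library 2 (median 0.11, 0.0972) or vehicle library 3 (0.078, 0.313). The heat shock median was 0.021 without AA147 library 1.

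At 10 µM AA132 all 5 lists passed the threshold. The median was 0.75 for the ATF6 list (camera adjusted p = 1.56e-55, 11 of 11 members higher), 0.40 for the PERK list (1.02e-28, 16 of 16), 0.34 for the oxidative list (1.12e-16, 12 of 13), 0.21 for the heat shock list (7.17e-11, 15 of 16) and 0.19 for the XBP1s list (1.79e-07, 12 of 14). Over all genes tested 10, 11, 7, 4 and 1 of these genes were called, in the same order, and 11, 13, 7, 10 and 7 when adjusted over the list alone. At 30 µM the medians were 0.81, 0.60, 0.79, 0.08 and 0.25, and the heat shock median was 0.13 without vehicle library 1 and 0.14 without vehicle library 2. At lower doses the ATF6 median was 0.69 at 6 µM, 0.35 at 3 µM and 0.17 at 1 µM, the lowest dose at which camera called it (adjusted p = 2.91e-06, 11 of 11 members higher). The ATF6 call at 1 µM did not hold under fry (0.0932), with an estimated correlation (0.110) or without 1 µM library 1 (median 0.055, 0.205), and the median was 0.27 without vehicle library 1. At 0.3 µM the ATF6 list was not called (median 0.078, adjusted p = 0.0579), but was without vehicle library 1 (median 0.134, 0.00113), and without 1 µM library 1 (0.0342) or 3 µM library 2 (0.0481) or 3 (0.0165). Camera called the PERK list at every dose, with medians of 0.072, 0.075 and 0.13 at 0.1, 0.3 and 1 µM, but with an estimated correlation none of these 3 calls held (adjusted p = 0.114, 0.262 and 0.0524) and under fry only that at 1 µM did (0.0261). The PERK call at 0.3 µM was also lost without vehicle library 2 (median 0.070, 0.195) or 3 (0.070, 0.0530). The PERK median was 0.056 at 1 µM without 1 µM library 1, 0.12 at 0.3 µM without vehicle library 1 and 0.047 at 0.1 µM without vehicle library 2. For the mean of library medians, which shows the spread, the ATF6 list was at 0.73 ± 0.18 at 10 µM AA132 and 0.38 ± 0.02 under AA147, against -0.0024 ± 0.09 in vehicle (SD, n = 3).

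AA132 and AA147 at 10 µM were also compared with each other, the test of a difference between the compounds. It gave 12 called genes, 10 of them higher under AA132, and 1425 genes had an unadjusted p under 0.05. The lists differed by a median log2 fold change of 0.38 for ATF6 (camera adjusted p = 7.55e-23, 11 of 11 members higher), 0.22 for PERK (2.75e-17, 16 of 16), 0.14 for oxidative (3.03e-06, 11 of 13), 0.12 for heat shock (2.37e-08, 15 of 16) and 0.10 for XBP1s (0.00133, 10 of 14). Single libraries moved 3 of these medians by more than 1.5 times. The PERK median was 0.39 without AA132 library 1, the oxidative median 0.22 without AA132 library 1 and 0.23 without AA147 library 3, and the heat shock median 0.065 without AA132 library 3. The XBP1s difference did not hold without its 2 most changed members (median 0.08, adjusted p = 0.122). With an estimated correlation it was near the threshold (camera adjusted p = 0.04997). Over all genes tested 1, 1, 0, 0 and 1 of these genes were called, in the same order, and 10, 12, 4, 5 and 2 when adjusted over the list alone. Leaving out any 1 of the 6 libraries moved the count of called genes by more than 1.5 times. It was 89, 0 and 1 without AA132 libraries 1, 2 and 3, and 25, 3 and 1 without AA147 libraries 1, 2 and 3. The fit without AA132 library 2 had 1630 genes at an unadjusted p under 0.05. Outside the comparison, the count was 51 without vehicle library 1, with all 12 genes among them, 23 without AA132 1 µM library 1 and 24 without AA132 3 µM library 3.

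HSPA6 (chromosome 1, 161524540 to 161526894), a heat shock gene, differed most between the compounds, with 5.38 ± 2.57 CPM under AA132 and 1.73 ± 0.36 CPM under AA147 (log2 fold change 1.64, adjusted p = 0.00271). Its call was lost without AA132 library 2 (0.0854). TAC1 (chromosome 7, 97732084 to 97740472) was higher by 0.92 (adjusted p = 0.0315) and TVP23C-CDRT4 (chromosome 17, 15436021 to 15563561), a read-through locus whose read assignment is uncertain, by 0.60 (0.0167). PIK3C2B (chromosome 1, 204422628 to 204494805) was lower (-0.44, adjusted p = 0.0315), as was CADPS2 (chromosome 7, 122318411 to 122886759) (-0.41, adjusted p = 0.0177). TAC1 lost its call without AA132 library 2 or 3 or any AA147 library (adjusted p from 0.0888 to 0.234). TVP23C-CDRT4 lost it without AA132 library 2 or 3 or AA147 library 3 (0.120 to 0.150). PIK3C2B and CADPS2 lost it without AA132 library 2 or 3 or AA147 library 2 or 3 (0.0877 to 0.316 and 0.0933 to 0.139). All 5 calls were lost with only these 2 conditions in the fit (adjusted p from 0.384 to 0.920).

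To compare the balance between arms, each list median was set against the same list under Tg. The percents are those of the fitted medians. The SD beside each is that of the medians of single libraries, as a percent of the Tg median. It leaves out the spread of the vehicle and Tg libraries. AA147 reached 14.2% ± 0.61 of the Tg median for ATF6, 9.11% ± 1.40 for PERK and 6.53% ± 2.54 for XBP1s (SD, n = 3). AA132 at 10 µM reached 28.8% ± 6.89, 21.7% ± 8.96 and 13.4% ± 4.45. At 30 µM AA132 the values were 31.4% ± 1.81 for ATF6, 32.4% ± 1.44 for PERK and 17.6% ± 5.94 for XBP1s. The XBP1s value of AA147 was 1.34% without vehicle library 1 and 10.7% without vehicle library 2. The differences between arms within a compound were not tested.

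List means rose with AA132 dose, but not at every step. From 15 to 30 µM the heat shock mean fell from 0.31 to 0.26 and the ATF6 mean from 0.89 to 0.85. The XBP1s, PERK and oxidative means rose over that step. The heat shock median was 0.21, 0.14 and 0.08 at 10, 15 and 30 µM, and the mean of its library medians 0.19, 0.15 and 0.14. Of its 16 members, 15, 13 and 11 were higher than in vehicle at these doses. HSPA1A did not fall with the median. It was at 1104 ± 81.1 CPM in vehicle and at 2339 ± 739, 3061 ± 133 and 3045 ± 94.1 CPM at these doses (SD, n = 3). Over the 8 doses, Spearman's rho with log10 dose was 0.976 for the ATF6, PERK and oxidative lists (exact permutation p = 0.000397, adjusted 0.000661) and 0.905 for the XBP1s and heat shock lists (exact permutation p = 0.00456, adjusted 0.00456). Pearson's r was 0.968 for ATF6 (exact permutation p = 7.44e-05, adjusted 0.000372), 0.956 for oxidative (0.000198, adjusted 0.000496) and 0.925 for PERK (0.00144, adjusted 0.00180). It was 0.910 for heat shock (exact permutation p = 0.00114, adjusted 0.00180) and 0.859 for XBP1s (0.00923, adjusted 0.00923). Without the doses farthest from the median on the log scale, 0.1 and 0.3 µM, r was 0.950, 0.994, 0.982, 0.921 and 0.957 in the same order. The 8 points share the vehicle libraries, which shifts all of them together and leaves r and rho unchanged. Across the 27 fits that each left out 1 AA132 or vehicle library, rho ran from 0.833, for heat shock without 1 µM library 1, to 0.976.

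**Figure D2:**
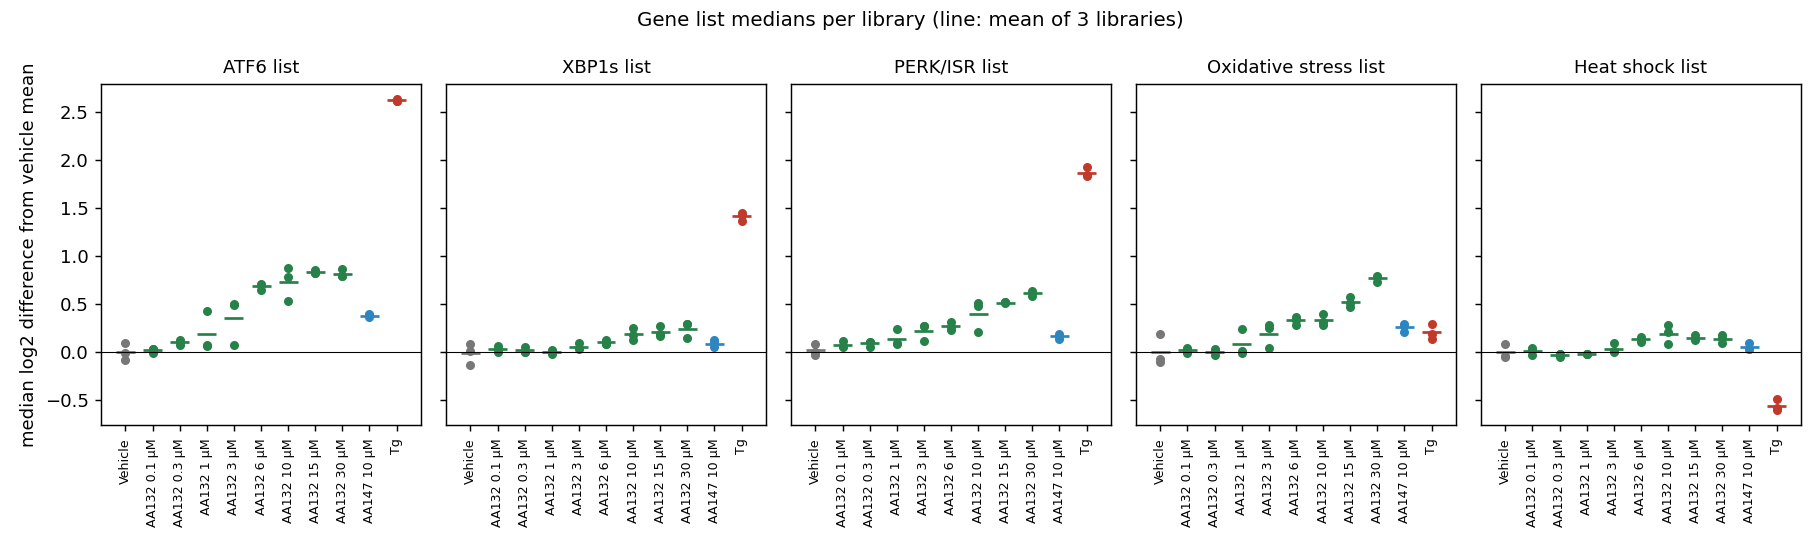
Median log2 difference from the vehicle mean of the 5 gene lists (vertical axis) in vehicle, the 8 AA132 doses, AA147 and Tg (horizontal axis, 1 position per condition). Points are single libraries and short lines are means of 3 libraries; the ATF6 means are 0.01 at 0.1 µM, 0.81 at 30 µM and 2.62 under Tg, and the oxidative list means 0.02, 0.77 and 0.20.

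The 5 markers were followed across doses, with vehicle as the background. HSPA5 was at 1004 ± 49.2 CPM at 0.1 µM AA132, 1093 ± 7.75 at 0.3 µM, 1260 ± 348 at 1 µM, 1644 ± 522 at 3 µM, 2372 ± 36.5 at 6 µM, 2459 ± 529 at 10 µM, 2806 ± 109 at 15 µM and 2636 ± 183 at 30 µM (SD, n = 3). HSPA5 was called from 3 µM upward (log2 fold change 0.78, adjusted p = 0.0351 at 3 µM). That call was lost without 3 µM library 1 (0.65, adjusted p = 0.409) or 2 (0.63, 0.321) and without vehicle library 2 (0.79, 0.0921) or 3 (0.72, 0.101). It was also lost with only these 2 conditions in the fit (0.78, 0.998). Under AA147 HSPA5 was at 1562 ± 130 CPM, a log2 fold change of 0.70 that did not pass the threshold in edgeR (adjusted p = 0.114) and did in DESeq2 (0.0395) and in edgeR without AA132 1 µM library 1 (0.0336) or 3 µM library 3 (0.00643).

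HMOX1 was at 13.2 ± 0.53 CPM at 0.1 µM, 11.5 ± 0.78 at 0.3 µM, 21.1 ± 16.2 at 1 µM, 35.8 ± 18.9 at 3 µM and 70.5 ± 5.16 at 6 µM, and was called from 6 µM upward. At 1 µM its log2 fold change of 0.69 became -0.15 without library 1. At 3 µM it was not called (1.45, adjusted p = 0.0621), but was without library 3 of that dose (1.83, 0.00126) or without vehicle library 1 (1.65, 0.0329), and in DESeq2 (1.45, 0.0283). It was also called at 3 µM without 1 µM library 1 (0.0109), 2 (0.0431) or 3 (0.0491) or 10 µM library 1 (0.0414). Under AA147 it was at 38.8 ± 10.1 CPM (1.57, adjusted p = 0.0902 in edgeR and 0.0244 in DESeq2, and in edgeR 0.00455 without AA132 1 µM library 1 and 0.00643 without 3 µM library 3), and under Tg at 25.5 ± 3.48 CPM (0.96, adjusted p = 0.0256). The Tg call was lost without Tg library 2 (0.0908) or vehicle library 2 (0.0851) or 3 (0.0756). Between the compounds at 10 µM HMOX1 differed by 1.43 (adjusted p = 0.0662), with an adjusted p of 0.0114 without AA132 library 1 and 0.0411 without AA147 library 1. The same difference was called with the replicate block (1.48, adjusted p = 0.0495) and in DESeq2 (1.43, 0.0363). It was called without vehicle library 1 (0.0237), without AA132 1 µM library 1 (0.00683), 2 (0.0400) or 3 (0.0479) and without 3 µM library 3 (0.0116).

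DDIT3 (chromosome 12, 57516588 to 57521737), which encodes CHOP, had a log2 fold change of 3.62 under Tg (SE 0.18, adjusted p = 3.52e-17), 0.69 under AA147 (adjusted p = 0.2499) and 1.35 at 10 µM AA132 (1.41e-05). It was called from 6 µM AA132 upward. Under AA147 DDIT3 was at 18.3, 10.7 and 9.0 CPM in libraries 1, 2 and 3, against a mean of 7.86 CPM in vehicle. DNAJB9 (chromosome 7, 108569867 to 108574850), which encodes the ER co-chaperone ERdj4, changed by 2.64 under Tg (adjusted p = 1.60e-21), 0.23 under AA147 (0.625) and 0.70 at 10 µM AA132 (9.29e-06). DNAJB9 was also called from 6 µM upward. Its call at 6 µM was lost without library 3 of that dose (0.0590), and each of its 4 calls was lost with only the 2 conditions in the fit (adjusted p from 0.0612 to 0.348). DNAJB9 was among the 12 genes called between AA132 and AA147 (0.47, adjusted p = 0.0177), a call lost without AA132 library 2 or 3 or AA147 library 2 or 3 (0.115 to 0.204). DDIT3 was not called between them (0.66, adjusted p = 0.143) but was without AA147 library 1 (1.03, 0.00189), and HSPA5 was not (0.65, 0.106) but was without AA132 library 1 (0.82, 0.00851), vehicle library 1 (0.65, 0.0483), 1 µM library 1 (0.0470) or 3 µM library 3 (0.0116). DNAJB1 (chromosome 19, 14514769 to 14560391), a heat shock gene, fell under Tg (-0.59, adjusted p = 9.26e-09) and rose at 15 µM (0.30, 0.00561) and 30 µM AA132 (0.35, 0.000738), calls lost with only the 2 conditions in the fit (0.284 and 0.113). At 10 µM AA132 it was not called (0.21, adjusted p = 0.111), but was without library 1 of that dose (0.29, 0.0110) and in DESeq2 (0.21, 0.0491). With no filter on low counts, HSPA5 was called under AA147, at 1 µM AA132 and between the compounds, HMOX1 under AA147, at 1 and 3 µM and between the compounds, and DDIT3 under AA147, at 3 µM and between the compounds (adjusted p from 8.73e-62 to 0.0121).

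**Figure D3:**
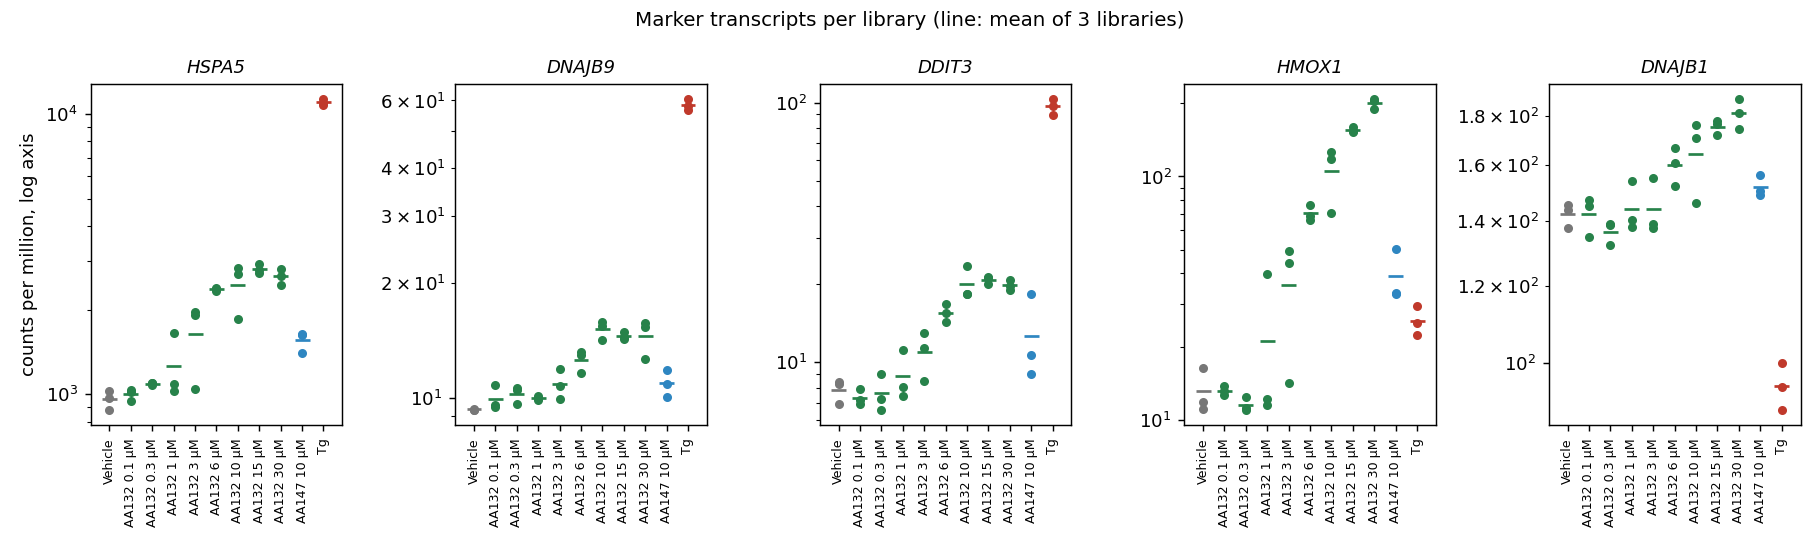
TMM-scaled CPM of 5 marker genes (vertical log axes with separate ranges) in vehicle, each AA132 dose, AA147 and Tg. Points are single libraries and short lines are means (n = 3); HSPA5 goes from 960 CPM in vehicle to 2636 CPM at 30 µM AA132 and 11023 CPM under Tg, and HMOX1 from 13.1 to 200.7 and 25.5 CPM.

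Fold changes of different treatments were compared across the 17793 genes, which are not independent replicates and share the vehicle libraries. Of 250 genes called at 10 µM AA132, 195 were also called at 30 µM, all in the same direction, and 180 under Tg, 160 of them in the same direction. Libraries simulated as unchanged, here and below, were drawn from the mean of the 2 lowest AA132 doses and not from vehicle. With the 10 µM libraries drawn in this way, at most 2 genes were called at 10 µM in 20 draws. A false split of the real 10 µM and vehicle libraries called 2685 genes. The draws may therefore lack differences between libraries that the real data hold, and cannot exclude these as a source of calls. Pearson's r across genes was 0.583 between 10 and 30 µM AA132, 0.398 between 10 µM AA132 and Tg, 0.520 between AA147 and 10 µM AA132, and 0.356 between AA147 and Tg. The shared vehicle alone gives large correlations. With all groups drawn from 1 mean, vehicle included, the median r over 20 draws was 0.495, 0.491, 0.494 and 0.503 for these pairs. With AA147 alone drawn as unchanged, r between AA147 and 10 µM AA132 was 0.400 (range 0.385 to 0.426). With both unchanged it was 0.685, above the observed value. With 10 µM AA132 drawn as unchanged, r was 0.380 with 30 µM and 0.272 with Tg, and with AA147 drawn as unchanged it was 0.268 with Tg.

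Of the 250 genes called at 10 µM AA132, 247 (98.8%) had the same sign under AA147, and the median ratio of the AA147 to the AA132 log2 fold change was 0.458. With AA147 drawn as unchanged, 70.4% (range 66% to 75.2%) had the same sign and the median ratio was 0.126 (0.106 to 0.158). The other draws used the 250 genes of lowest p at 10 µM within each draw. With both compounds drawn as unchanged, 97.8% (95.6% to 98.8%) had the same sign and the ratio was 0.618 (0.580 to 0.655). With all groups drawn from 1 mean the values were 93.2% (91.6% to 96%) and 0.496 (0.443 to 0.555). The observed sign share equals the highest of the draws with both compounds unchanged and lies above those from 1 mean, and the observed ratio lies within the range of the latter. A further comparison, chosen after seeing the data, used AA132 at 0.1 and 0.3 µM as separate controls of the 2 compounds, so that no library was shared. The same sign was then found for 224 genes (89.6%) or 227 genes (90.8%), depending on which dose served which compound, with ratios of 0.416 and 0.352 and r across all genes of 0.224 and 0.166. With both compounds set against the same 0.1 µM libraries the sign share was also 89.6%, with a ratio of 0.408 and r of 0.582. Against the same 0.3 µM libraries it was also 90.8%, with a ratio of 0.372 and r of 0.564. These 250 genes were chosen by comparison with vehicle, so the vehicle libraries still entered through that choice.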

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

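Unless stated otherwise, the alternatives here were those listed in the methods, and the cause of a change was not tested. A fit with the column number as a replicate block was a further alternative. The use of AA132 0.1 and 0.3 µM as controls was chosen after seeing the data. Scaling by DESeq2 size factors in edgeR left every count of called genes within 1.5 times its value and no list call crossed its threshold. Requiring at least 10 counts in every library also left every count within 1.5 times.

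Requiring an absolute log2 fold change of at least 1 as well, which by construction can only lower a count, gave 796 genes for Tg, 2 for AA147 and 87, 43, 29, 16 and 2 for AA132 at 30, 15, 10, 6 and 3 µM, with 1 between AA132 and AA147. Spread within a condition was unequal. The chi-square statistic per degree of freedom was 64.5 and 49.9 for pairs with vehicle library 1, against a median of 8.01. It was 39.1 and 36.4 for pairs with AA132 10 µM library 1. The fit of all 11 conditions pools this spread, so its dispersion may be too low for comparisons with these conditions. A fit of only the 2 conditions compared avoids that pooling, but has fewer libraries from which to estimate dispersion. It gave 3016 genes for Tg, of which 3001 were among the 5551, and 0 for AA147, with 405 genes at an unadjusted p under 0.05. For AA132 it gave 75, 43, 8, 26, 0 and 1 genes at 30, 15, 10, 6, 3 and 1 µM, and 0 between AA132 and AA147. The unadjusted counts beside the last 2 zeros, at 3 µM and between the compounds, were 715 and 918.

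With no filter on low counts the number of called genes was 82 for AA147, 411 at 10 µM AA132 (208 of them among the 250), 360 at 6 µM, 153 at 3 µM, 46 at 1 µM, 25 at 0.3 µM, 33 at 0.1 µM and 98 between AA132 and AA147. The DESeq2 Wald test called 26 genes for AA147, 763 at 15 µM AA132, 466 at 10 µM (248 of them among the 250), 346 at 6 µM, 64 at 3 µM, 6 at 0.3 µM, 1 at 0.1 µM and 55 between AA132 and AA147. The dose trend without the 30 µM dose was called for 2040 genes.

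For the lists, the XBP1s median of 0.092 under AA147 did not pass with an estimated correlation (camera adjusted p = 0.0524). Over all of its alternatives its adjusted p ran from 0.000412 to 0.275, the latter without vehicle library 1. The heat shock median of 0.069 under AA147 did not pass under fry (0.152) or with an estimated correlation (0.271), and without its 2 most changed members it was 0.038 (camera adjusted p = 0.164). Its adjusted p ran from 0.00447 to 0.313, the latter without vehicle library 3. The XBP1s difference between AA132 and AA147 was 0.082 without its 2 most changed members and did not pass (camera adjusted p = 0.122, over all alternatives from 0.000766). Directions near 0 at low AA132 doses reversed. At 0.1 µM the ATF6 median became -0.012 without its 2 most changed members, and the means of the oxidative and heat shock lists were -0.0082 and -0.0077. At 0.3 µM the XBP1s mean was 0.0081, and the oxidative median was 0.017 without its 2 most changed members. DNAJB1 at 0.1 µM became -0.0025 with no filter on low counts and -0.0040 with at least 10 counts in every library. The other values are those of single genes, of counts by direction, of lists and percents of Tg at other doses and of r across genes, each counted once per alternative. Of these, 68 moved, 16 crossed to the called side and 33 to the uncalled side of the threshold, and 778 did neither.

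Across the 33 fits that each left out 1 library, the count of called genes ran from 0 to 15 for AA147, 709 to 2038 at 30 µM AA132, 264 to 924 at 15 µM, 160 to 682 at 10 µM, 96 to 520 at 6 µM, 0 to 90 at 3 µM and 0 to 89 between AA132 and AA147. It was highest without vehicle library 1 for AA132 at 30, 10, 6 and 3 µM, without vehicle library 2 at 15 µM and without AA132 3 µM library 3 for AA147. Between the compounds it was 51 without vehicle library 1, which is outside that comparison. The Tg count ran from 4595 to 5806 and, over the 24 fits without 1 AA132 library, the trend count from 2800 to 3650. At 1 and 0.1 µM AA132 it stayed at 0, with 835 to 2419 and 552 to 1863 genes at an unadjusted p under 0.05. At 0.3 µM it ran from 0 to 2, and where it was 0 from 603 to 2409 genes had an unadjusted p under 0.05. The XBP1s median under AA147 ran from 0.018, without vehicle library 1, to 0.15, and the heat shock median from 0.021 to 0.11. As a percent of Tg, over the 9 fits without 1 library of AA147, Tg or vehicle, AA147 ran from 13.99 to 16.3 for ATF6, from 1.34 to 10.7 for XBP1s and from 7.17 to 9.69 for PERK.

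Leaving out 1 library reversed directions where a value was near 0. Log2 fold changes of DNAJB1 ran from -0.039 to 0.049 at 3 µM AA132, -0.031 to 0.050 at 1 µM and -0.023 to 0.040 at 0.1 µM. Those of DDIT3 ran from -0.020 to 0.29 at 1 µM and -0.19 to 0.046 at 0.3 µM. Those of HMOX1 ran from -0.15 to 0.99 at 1 µM, -0.29 to 0.0037 at 0.3 µM and -0.0997 to 0.19 at 0.1 µM. The XBP1s median ran from -0.021 to 0.13 at 6 µM, -0.033 to 0.068 at 3 µM, -0.057 to 0.028 at 1 µM, -0.060 to 0.028 at 0.3 µM and -0.039 to 0.069 at 0.1 µM. The ATF6 median ran from -0.0030 to 0.079 at 0.1 µM. The oxidative median ran from -0.024 to 0.13 at 1 µM and -0.024 to 0.032 at 0.1 µM. The heat shock median ran from -0.0069 to 0.046 at 3 µM, -0.059 to 0.020 at 1 µM and -0.017 to 0.016 at 0.1 µM. At 1 µM the lowest values of HMOX1, DDIT3, DNAJB1 and the oxidative list were those without library 1. From 6 µM downward the XBP1s medians were lowest, and below 0, without vehicle library 1. In that fit the XBP1s list, not called with all libraries, was called lower at 1 µM (-0.057, camera adjusted p = 0.0372) and at 0.3 µM (-0.060, 0.0428). Its call as higher at 6 µM (0.0326) was lost there (0.533), without 6 µM library 2 (0.0527) and with an estimated correlation (0.185). The oxidative list at 1 µM, not called with all libraries, was called higher without vehicle library 1 (0.116, camera adjusted p = 0.0191). It was also called higher there without 1 µM library 3 (0.115, 0.0297). The heat shock list at 0.3 µM, not called with all libraries, was called lower without vehicle library 3 (-0.053, 0.0416).

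With the column number as a replicate block, the counts were 5572 for Tg, 4 for AA147, 1254, 486, 252, 192 and 18 for AA132 at 30, 15, 10, 6 and 3 µM, 13 between the compounds and 3283 for the trend, and no list call of these comparisons crossed its threshold. The HMOX1 difference between the compounds became called (1.48, adjusted p = 0.0495). Over 55 pairs of groups the mean correlation between deviations of libraries sharing a number ran from -0.158 to 0.186 with a median of 0.011. In 0 pairs was every correlation above 0.1, so the block was not used otherwise, although single libraries sharing a number can correlate, as AA132 10 µM library 1 and AA147 library 1 did (r = 0.339).

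With AA132 0.1 and 0.3 µM as separate controls, r across genes between AA147 and 10 µM AA132 fell from 0.520 to 0.224 or 0.166. With 1 of these doses as the shared control of both compounds r was 0.582 (0.1 µM) or 0.564 (0.3 µM), so the fall came with separate controls and not with the loss of vehicle. The alternatives written for 1 library per condition or for normalized values did not apply and were not run. In simulated data of this size 18% of genes changed 1.3-fold were recovered, so a count of 0 at low doses does not exclude changes of that size.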

Other observations

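The tests of depth and of an exchange below, of GC content and depth for vehicle library 1, and of vehicle chance values for CYP1A1, CYP1B1 and TIPARP were chosen only after the result was seen. Comparisons of 3 libraries with 3 allow 10 splits of the 6 libraries, so a share under 0.1 cannot be reached. Of the 10 splits, 1 gave as many called genes as the real one for Tg (the highest other gave 2), for AA132 at 15 µM (197) and for AA132 at 3 µM (16). For AA132 at 30, 10 and 6 µM 2 splits did, and the highest other counts were 1796, 2685 and 297. For AA147 3 of the 10 splits did (highest other 460), and for AA132 against AA147 5 did (207). At 1, 0.3 and 0.1 µM, where the count was 0, all 10 did. For the dose trend, 1 of 100 drawn splits, the real one, gave 3283 genes, and the highest other gave 117. The split with 2685 genes put AA132 10 µM library 1 together with vehicle libraries 2 and 3, and those with 1796, 460, 297 and 197 genes each left vehicle library 1 among treated libraries. Whether these splits follow the deviations of single libraries described below was not tested, and the labels give no batch. Without vehicle library 1 the counts were 2038, 682, 520 and 11 at 30, 10 and 6 µM AA132 and for AA147.

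AA132 1 µM library 1 and AA132 3 µM library 3 sat apart from the other libraries of their dose. A response score was built from 220 genes called between 6 and 0.1 µM in a fit without the 1 µM, 3 µM and vehicle libraries, with 0 at the mean of 0.1 and 0.3 µM and 1 at 6 µM. The 1 µM libraries scored 0.466, 0.060 and 0.078, and the 3 µM libraries 0.631, 0.648 and 0.149. Both libraries (2 of 2) lay nearer to the other libraries of the other dose. Their totals differed by at most 1.18% from the mean of the other 4 libraries, which argues against depth. A general shift of quality is argued against by their spread over non-responding genes, at most 1.13 times the median of all libraries. The mitochondrial share of counts did differ. It was 3.02% in 1 µM library 1, against 3.99% and 4.06% in libraries 2 and 3. In 3 µM library 3 it was 3.79%, against 3.46% and 3.48% in libraries 1 and 2. After correction for GC content and length, 108% of the gap between the scores of the 2 libraries was left, which argues against such a bias. An exchange of the 2 libraries, or of their cultures, is a candidate explanation that these scores fit, but the score cannot separate an exchange from uneven dosing of both cultures, and no record was used here. All results keep the libraries as labelled. Without 1 µM library 1 the HMOX1 change at 1 µM was -0.15, and without 3 µM library 3 the count at 3 µM was 48. No biological explanation was tested, since the design gives none within a dose.

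Vehicle library 1 deviated from vehicle libraries 2 and 3 across many genes. GC content and transcript length, known for 93.6% of the 14011 genes with a mean of at least 1 CPM, explained 48.5% of the variance of its deviation. The highest share outside the vehicle group was 23.8%. The shares of 40.9% and 19.4% for vehicle libraries 2 and 3 partly mirror library 1, because deviations are taken within the group. Its total of 36.6 M counts lay within the range of the others, which argues against depth. Its AA132 response score was 0.0764, and -0.027 after correction for GC content and length, and its Tg score was -0.028. These scores exclude Tg, AA147 and AA132 at 6 µM or more. Whether it is vehicle or another near-inactive treatment cannot be told apart by score, because vehicle and the lowest doses score alike. A bias in library preparation that depends on GC content or length may be the source. Leaving it out did not rid the comparisons of such a trend. Without it GC content and length explained more of the variance of the fold changes, 9.77% against 2.62% at 10 µM AA132 and 9.75% against 0.841% at 30 µM, so the larger counts without it may include some of this bias. No biological explanation was tested for a difference within vehicle.

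AA132 10 µM library 1 and AA147 library 1 deviated from their groups in a shared way. Their deviations correlated across genes at r = 0.339, the second highest of 495 pairs of libraries from different groups (range -0.442 to 0.507, median 0.0011). The 13 mitochondrial mRNAs had median deviations of -0.39 and -0.38. A low mitochondrial share of counts was not limited to this pair. It was 3.21% and 3.20% in these libraries and 3.02% in AA132 1 µM library 1. Correction for GC content and length left r at 0.291, which argues against them as the whole source. A difference in dose within each group is argued against, as the whole shared source, by the genes that AA132 did not move. Over these genes r was 0.477 (8982 genes chosen by effect size). A first choice of such genes by p-value gave 0.375 over 820 genes. The AA132 library had an AA132 response score of 0.736, against 1.098 and 1.042 for libraries 2 and 3 of that dose. The AA147 library scored 0.459, against 0.436 and 0.445. A weaker response in the AA132 library therefore stays open as part of its deviation. For a higher share of nuclear RNA, 525 long noncoding RNAs were tested. Those already seen in these data, among them XIST, NEAT1 and MALAT1, were left out, so the test does not cover them. The median deviation of the 525 was 0.10 in the AA132 library, above all expression-matched lists of protein-coding genes (percentile 100, 63.0% of the 525 higher). In the AA147 library the median was 0.01 (percentile 42.95, 50.7% higher). This explanation cannot be told apart from others for the pair, because members of the set went both ways in the AA147 library. Without AA132 library 1 the count between the compounds was 89, and without AA147 library 1 it was 25. No biological explanation was tested.

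CYP1A1, CYP1B1 and TIPARP, targets of the aryl hydrocarbon receptor (AHR), were lower under AA147 and under AA132 at 10 µM than in vehicle. They share 1 set of vehicle libraries, so chance values in these could lower all of them. Against this as the whole source, their slopes on AA132 dose without vehicle libraries were -0.56, -0.49 and -0.31 (edgeR adjusted p = 0.000827, 5.86e-05 and 3.93e-05), and 2 of the 3 were lower at 0.3 than at 0.1 µM when adjusted over the 3 genes alone (0.00271 for CYP1A1 and TIPARP, 0.212 for CYP1B1). Over all genes none of these 3 differed between the 2 doses (adjusted p = 1). For AA147, all 3 genes were lower than at 0.1 µM AA132, again without vehicle libraries (log2 fold changes -1.24, -1.10 and -0.73, edgeR adjusted p over the 3 genes alone = 0.000287, 4.70e-05 and 4.70e-05), which argues against chance in vehicle as the whole source there too. The AA147 libraries lay below all 0.1 µM libraries for 3 of the 3 genes, a separation that 10% of 3-against-3 orderings show by chance. Over all genes none was called (adjusted p = 0.240, 0.139 and 0.0989). Against 0.3 µM only CYP1B1 of the 3 was lower when adjusted over them (-0.82, 0.00325, against -0.22, 0.498 for CYP1A1 and -0.22, 0.213 for TIPARP). These genes were picked partly for low values under AA147, so chance in the AA147 libraries stays open. Under Tg CYP1A1 and CYP1B1 were higher (1.07 and 0.66, adjusted p = 0.00147 and 0.0161, the latter 0.0724 without vehicle library 1), and TIPARP was not called (0.23, adjusted p = 0.239). A change in transcripts of the AHR pathway as a whole is the biological hypothesis. Of 16 other targets listed before that test, 11 were tested, and their median under AA132 at 10 µM was at percentile 7.31 of 10000 expression-matched lists, with 6 of 11 lower. Under AA147 it was at percentile 54.9, with 5 of 11 lower. It cannot be told apart from an effect on these 3 genes alone, because the other targets went both ways.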
